A study of Mus musculus with 24 samples. Its data were reported in "Dynamic repression by BCL6 controls the genome-wide liver response to fasting and steatosis" (2019).

How the data were processed

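Total RNA from mouse liver was made into ribosome-depleted, stranded libraries and sequenced by the study. The labels list 24 samples. Of these, 20 had a column of values and fell into 5 groups of 4 samples. The groups were fed WT mice (Bcl6 floxed, no Cre), fasted WT mice, fed mice lacking Bcl6 in hepatocytes through Albumin-Cre (Bcl6LKO), fasted Ppara-null mice (PparaKO) and fasted mice lacking both (DKO). The 4 fasted Bcl6LKO samples were not analysed here. Groups were taken from the sample labels. The labels do not state that the samples came from separate animals, so p-values measure the spread between these samples.

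The authors aligned reads with STAR, counted them over exons with HOMER and ran DESeq2 (the authors' tool, not used here) on each pair of groups, with mm10 as the genome build named in their processing notes. They deposited 4 tables, one for each pair of groups, each with 8 libraries and 24443 gene names. The per-sample values were deposited on a log2 scale in which low values are drawn towards the gene's mean, as a regularised logarithm gives. The same tables hold the authors' own log2 fold changes and their adjusted p-values. Each table had been scaled by itself, so the same WT library has different values in different tables. For example, Fgf21 in fed WT replicate 1 is 4.68 in the fasting table and 3.69 in the Bcl6LKO table. All tests of genes and lists therefore stayed within a table. Overlaps, the count of genes nearer to WT and the held-out comparison in the closing section set differences from separately made scales side by side. The double knockout was not tested directly against PparaKO mice, and no interaction was tested. Read counts were not used here, so the depth of each library is unknown. The total of the back-transformed values (in mega units) lay between 12.8 and 13.8 per library for fasting, 12.6 and 15.1 for Bcl6LKO, 13.6 and 14.2 for PparaKO and 13.2 and 14.6 for DKO.

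The planned test for values that were not counts was limma on log2(value + 1). Because the deposited values were already on a log2 scale, they were used as deposited, with no pseudocount. Genes listed at 0 in every library of a table (6621, 6475, 6533 and 6476 in the fasting, Bcl6LKO, PparaKO and DKO tables) and genes with a mean below 4 were left out. This left 11910, 12115, 11932 and 12004 genes. Groups were compared with limma 3.58.1 in R 4.3.3, with a prior spread that follows the mean, and p-values were adjusted by the method of Benjamini and Hochberg over all tested genes of a table. A gene was called changed at an adjusted p under 0.05 and a fold over 2, as in the study. Fold sizes are those of the deposited per-sample scale and can lie above or below the authors' deposited fold changes. Those are far smaller for some genes that vary within a group and larger for some that are low in 1 group. Errors of a difference are standard errors (SE), and errors of a group mean are standard deviations (SD). The limma fit, and camera on a list of changed genes, were tested on simulated data made from the real tables with 200 changed genes. Values were drawn independently for each gene. The other tests, the overlaps and the counts of missed thresholds were not tested in this way. At the adjusted p threshold 100% of genes with a simulated log2 change of 0.8 were recovered in the fasting, Bcl6LKO and PparaKO tables, and 95.5% in the last. False calls made up 8.26%, 4.33%, 6.54% and 4.39% of calls.

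Before the data were examined, 36 gene lists were fixed. They cover mitochondrial beta-oxidation, peroxisomal fatty acid oxidation, omega-hydroxylation, ketogenesis, lipid droplets with other PPAR targets, a panel of genes that the study had measured by qPCR, gluconeogenesis with the fasting hormone response, fatty acid synthesis with glycolysis, cholesterol synthesis, bile acids, male-biased and female-biased liver genes, growth hormone and STAT5 signalling, xenobiotic metabolism, complement with acute phase proteins, the circadian clock, the unfolded protein and integrated stress responses, amino acid catabolism, nuclear receptors with corepressors, oxidative phosphorylation, autophagy, the cell cycle, pericentral and periportal hepatocytes, markers of hepatocytes and of 9 other tissues or cell types (Kupffer cells, stellate cells, endothelium, cholangiocytes, lymphocytes, neutrophils, erythroid cells, pancreas, and adipose tissue with muscle), ribosomal proteins and RNAs without a poly(A) tail. Lists with at least 3 tested members were compared with all other genes by camera with a preset correlation of 0.01 and again with an estimated correlation, and tested against no change by fry, each adjusted over the lists of a comparison. Counts within a list were also adjusted over the list alone.

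Genes named in the text were chosen by a rule fixed at the same time. It takes Bcl6, Ppara, Ppard and Pparg, up to 8 genes with the largest change in each direction among changed genes whose groups do not overlap and whose mean is at least 5 CPM (share of the back-transformed total), up to 4 genes of each list with the smallest adjusted p, and the qPCR panel. Predicted genes, RIKEN clones and small RNA genes were left out. Some genes that the rule names are not reported here. The overlap of fasting with Bcl6 loss names 5 genes per direction class by the smaller of the 2 changes, and the double knockout names 8 genes per class that missed the threshold there and 6 that did not. Alb, the neighbours of Alb, the Y-linked genes, Xist and Cish were named after their values were seen or for a test in the closing section.

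Gene positions are those of GENCODE M21 on mm10. Of the 24443 names, 23713 (97.0%) matched 1 gene of that annotation. Gene families with near-identical members (Mup, Cyp4a, Cyp3a, Cyp2a, Sult2a, Saa, Serpina1, Acot and globin genes) are reported as uncertain, since unique alignment can split or lose their reads.

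Replicate numbers are shared between groups. The deviations of samples with the same number from their group means correlated at 0.257, 0.133, 0.207 and 0.150 across genes in the fasting table, and each sample correlated best with its own number, so a fit with the replicate number as a block was compared there. Alternatives planned before the data were examined were other filters on low values, the replicate block, leaving out each replicate, split controls, other thresholds and the list test with an estimated correlation. Libraries of equal total, median centring, quantile normalization, limma with a robust or a single prior spread, and the authors' deposited table were added after seeing the data. Every split of the 8 libraries of a table into 2 groups of 4 was refitted. Comparisons that share WT libraries were set beside 100 simulations of unchanged groups and beside fits with the shared WT libraries split 2 and 2. Pandas 2.3.3 and matplotlib 3.10.9 were used in Python 3.11.15 for summaries and figures.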

Results

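Liver RNA was measured in male mice of the C57BL/6 strain that were either fed or fasted and that carried intact or deleted Bcl6 and Ppara. BCL6 is a transcriptional repressor. PPARα is a nuclear receptor that switches on genes of fat oxidation when fatty acids reach the liver. The data comprise 20 libraries in 5 groups, namely fed WT, fasted WT, fed Bcl6LKO, fasted PparaKO and fasted DKO livers (n = 4 each). Between 11910 and 12115 genes were tested in each of 4 comparisons. All levels are log2 values as deposited, and levels from different tables are on separately made scales.

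The deleted genes were examined first. In the Bcl6LKO table the log2 level of Bcl6 (mm10, chromosome 16, 23965052 to 23988852) was 8.02, 9.28, 10.49 and 10.18 in fed WT replicates 1 to 4 and 7.62, 7.87, 8.54 and 7.85 in fed Bcl6LKO replicates 1 to 4. The difference was -1.53 (SE 0.45, n = 4 per group, adjusted p = 0.0207), although WT replicate 1 lay below Bcl6LKO replicate 3. This call was lost without WT replicate 3 (adjusted p = 0.0547), WT replicate 4 (0.0578), Bcl6LKO replicate 1 (0.0526) or Bcl6LKO replicate 4 (0.0507). In the DKO table Bcl6 was 8.85, 9.39, 7.32 and 6.95 in fasted WT replicates and 7.81, 8.13, 7.69 and 7.32 in DKO replicates, and in the PparaKO table it was 8.92, 9.41, 7.60 and 7.30 in fasted WT and 8.55, 8.22, 8.09 and 8.83 in PparaKO replicates. Neither difference passed the test (-0.39, SE 0.47, adjusted p = 0.540, and 0.12, SE 0.39, adjusted p = 0.857). The floxed allele removes only part of the gene and leaves other exons to be counted, so a gene-level value checks the genotype labels only in part. Ppara (chromosome 15, 85734983 to 85802819) was 13.24 ± 0.12 (SD, n = 4) in fasted WT and 12.20 ± 0.09 in PparaKO livers (-1.04, SE 0.08, adjusted p = 3.82e-06). It was 13.17 ± 0.12 and 11.40 ± 0.46 in WT and DKO livers of the DKO table (-1.77, SE 0.19, adjusted p = 4.53e-05), and no null library reached any WT library. A remaining signal at Ppara is counted in both null groups.

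**Figure D1:**
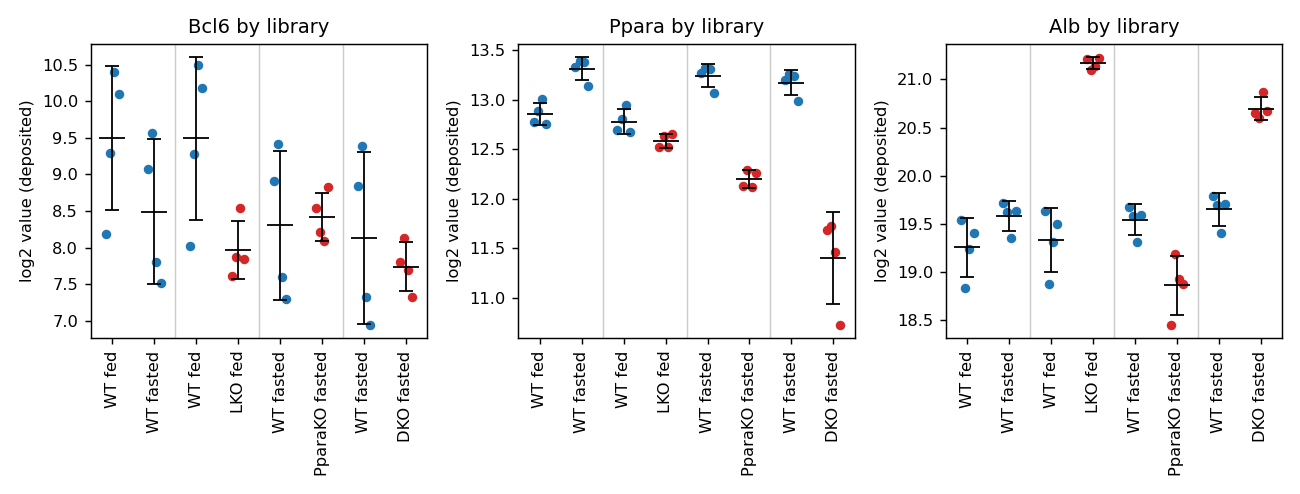
Deposited log2 levels of Bcl6, Ppara and Alb in each library (dots), with the mean and SD of each group of 4 (bars), in the 4 separately scaled tables divided by grey lines. Ppara lies between 12.12 and 12.29 in PparaKO libraries and between 13.07 and 13.32 in the fasted WT libraries beside them, while Bcl6 spreads from 8.02 to 10.49 among fed WT libraries.

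Comparing fasted with fed WT livers asks which transcripts a fast changes. Fasting raised enzymes that oxidize fatty acids and lowered enzymes that build lipids. Cyp4a14 and Cyp4a10, which hydroxylate fatty acids at their far end, rose by 5.64 (SE 0.60, adjusted p = 0.000211) and 4.25 (SE 0.37, adjusted p = 7.17e-05) on the log2 scale. In the authors' deposited table Cyp4a14 is at 0.88 (adjusted p = 0.00757), Cyp4a10 at 2.62 and Acot3 at 1.01. The acyl-CoA thioesterase Acot3 went from 6.11 ± 0.35 to 9.11 ± 0.50 (SD, n = 4 per group). Hsd3b5, a steroid dehydrogenase typical of male liver (chromosome 3, 98618634 to 98630252), fell from 11.33 ± 0.21 to 8.13 ± 0.29, and the lipogenic factor Thrsp fell by 2.58 (SE 0.22, adjusted p = 6.09e-05).

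Among the lists, 19 of 21 mitochondrial beta-oxidation genes rose (median 0.60, 21 adjusted over the list alone, adjusted p = 0.149 with an estimated correlation), among them the acyl-CoA dehydrogenases Acadm (1.06, SE 0.08) and Acadl (0.83, SE 0.07). In peroxisomal fatty acid oxidation 16 of 21 rose and 1 fell (median 0.46, 17 and 1 over the list alone, adjusted p = 0.147 with an estimated correlation), the latter being the coenzyme A hydrolase Nudt7 (-1.97, SE 0.12). Omega-hydroxylation had 6 of 11 higher and 2 lower (7 and 2 adjusted over the list alone, adjusted p = 0.187 with an estimated correlation). Ketogenesis had 6 of 8 higher and 1 lower (adjusted p = 0.228 with an estimated correlation). Of 21 lipid droplet genes and other PPAR targets 14 rose and 2 fell (median 0.66, adjusted p = 0.149 with an estimated correlation). These counts include Plin4, a coat protein of lipid droplets (1.89, SE 0.17), and the lipase Pnpla2 (0.87, SE 0.05). The panel of genes chosen for qPCR in the study had 20 of 22 higher (21 over the list alone, adjusted p = 0.147 with an estimated correlation). That panel comes from the same study and is not independent evidence of direction.

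Other groups fell. Of 21 genes of fatty acid synthesis and glycolysis 14 fell (median -1.01, 18 down and 1 up adjusted over the list alone, adjusted p = 0.187 with an estimated correlation), including Srebf1, the transcription factor that drives lipogenesis (-1.70, SE 0.16), and Mlxipl, which encodes the glucose-responsive factor ChREBP (-0.92, SE 0.08). In cholesterol synthesis 18 of 25 fell (median -0.85, 20 over the list alone, adjusted p = 0.275 with an estimated correlation), among them Sc5d (-1.14, SE 0.12), and the prenyl synthase Fdps fell by 2.09 (SE 0.29, adjusted p = 0.000769). Of 24 genes of amino acid catabolism and the urea cycle 17 rose (19 up and 2 down over the list alone, adjusted p = 0.176 with an estimated correlation), with the urea cycle enzyme Asl up by 1.30 (SE 0.11). Gluconeogenesis and the fasting hormone response had 8 of 18 higher (adjusted p = 0.176 with an estimated correlation), with the glucocorticoid target Fkbp5 at 1.71 (SE 0.11) and the coactivator Ppargc1a at 0.76 (SE 0.11). The metallothioneins Mt1 (2.47, SE 0.25) and Mt2 (2.52, SE 0.38) rose.

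Sex-biased genes moved in fasted WT males too. Of 25 male-biased genes 14 fell (median -0.66, adjusted p = 0.176 with an estimated correlation), with Selenbp2 at -3.11 (SE 0.35). Of 34 female-biased genes listed, 15 passed the filter on low values. Of these, 11 rose (median 1.02, adjusted p = 0.147 with an estimated correlation), for example the flavin monooxygenase Fmo2 (1.64, SE 0.12). The clock list had 10 of 18 higher and 2 lower (11 and 4 over the list alone, adjusted p = 0.176 with an estimated correlation), with Usp2 at 1.74 (SE 0.27). Ppara itself rose by 0.46 (SE 0.08, adjusted p = 0.00203), and the difference of Bcl6, at 9.50 ± 0.99 and 8.49 ± 0.99, did not pass the test (SE of the difference 0.54, adjusted p = 0.211), with 8.19, 9.30, 10.40 and 10.10 in fed and 9.08, 9.57, 7.80 and 7.52 in fasted replicates.

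Markers of other cells moved as well. Of 10 erythroid markers 9 rose and 1 fell in fasted livers (adjusted p = 0.176 with an estimated correlation), with Hbb-b1 at 1.38 (SE 0.16). Of 15 stellate cell and fibroblast markers 6 fell (7 down and 1 up over the list alone, adjusted p = 0.499 with an estimated correlation), with the collagen Col3a1 at -1.28 (SE 0.14), and 1 of 14 Kupffer cell markers fell (adjusted p = 0.571 with an estimated correlation), while no call was made for the endothelial list as a whole (2 of 14 lower, median -0.00).

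With a fold over 2, 74 genes rose and 64 fell in fasted WT livers, and in 133 of these 138 the groups did not overlap. Chance separates 2.86% of unselected genes, but these genes were selected on the same values. Their separation is therefore not further evidence. At the adjusted p alone 1416 genes rose and 1309 fell, and with every library given the same total 810 rose and 3293 fell. With the replicate number as a block the counts were 75 and 68. Among the 8 splits that part all 4 pairs the highest other count by limma was 0 (14 at an unadjusted p under 0.05 and a fold over 2). Those other splits mix fed and fasted samples. Of 32 lists 21 passed the test at the preset correlation and 0 with an estimated one (camera; 7 at an unadjusted p under 0.05; 21 by fry, which tests a list against no change), so the list results are counts of genes rather than tests against other genes.

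Comparing fed Bcl6LKO with fed WT livers asks what BCL6 represses or maintains without a fast. The livers of these males held more transcripts typical of female liver and fewer typical of male liver, in a group that differs from WT in the Cre transgene as well as in Bcl6. A1bg, a plasma protein typical of female mouse liver (chromosome 15, 60896859 to 60923012), went from 6.21 ± 0.11 to 14.68 ± 0.21 (SD, n = 4 per group, difference 8.47, SE 0.10, adjusted p = 6.67e-13). Serpina6, which encodes the corticosteroid-binding globulin (chromosome 12, 103646630 to 103657212), went from 11.38 ± 0.08 to 17.59 ± 0.09. The bile acid and steroid sulfotransferase Sult2a1 rose by 6.64 (SE 0.08), and the steroid hydroxylase Cyp2a4 by 7.81 (SE 0.13). The major urinary proteins Mup11 (-7.35, SE 0.41) and Mup7 (-7.10, SE 0.35), Hsd3b5 (-5.62, SE 0.11) and the fatty acid elongase Elovl3 (-5.36, SE 0.18) fell. In the authors' deposited table Mup11 is at -3.13 and Mup7 at -3.16, while A1bg is at 11.89 and Sult2a1 at 10.33. Sult2a1, Cyp2a4 and the Mup genes belong to families with close copies, so the split of reads between members is uncertain.

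Of 32 female-biased liver genes 31 rose (median 4.20, adjusted p = 0.00225 with an estimated correlation), including Cux2, a transcription factor found in female liver (5.19, SE 0.08). The filter on low values averages both groups, so genes low in WT can pass it through high Bcl6LKO levels. In the fasting comparison 15 of the 34 listed were tested, so the medians cover different genes. All 25 male-biased genes tested fell (median -3.19, adjusted p = 0.195 with an estimated correlation), including Cyp2d9 (-5.11, SE 0.11). A subset of these genes also belongs to the fat oxidation lists (3 in each). Without them 29 of 29 female-biased genes rose and 22 of 22 male-biased genes fell. Of 13 genes of growth hormone and STAT5 signalling 7 rose and 1 fell (median 0.30, adjusted p = 0.357 with an estimated correlation). The growth hormone receptor Ghr rose by 1.87 (SE 0.07), its feedback inhibitor Socs2 by 1.70 (SE 0.25), and Egfr fell by 2.04 (SE 0.24).

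Genes of fat handling divided. The qPCR panel had 17 of 21 higher (median 0.84, adjusted p = 0.406 with an estimated correlation), with Acot3 at 4.66 (SE 0.23), Cyp4a31 at 3.23 (SE 0.16), the fatty acid translocase Cd36 at 2.02 (SE 0.10) and the acyl-CoA synthetase Acss3 at 1.88 (SE 0.14). In the authors' deposited table Acot3 is at 2.29. Mitochondrial beta-oxidation had 3 of 21 higher and 4 lower, with Hadh at 0.45 (SE 0.06) and Acaa2 at -0.28 (SE 0.05). Peroxisomal oxidation had 5 of 21 higher and 12 lower, with a median of -0.25 and a mean of 0.14. Omega-hydroxylation had 3 of 11 higher and 5 lower, the latter including the male-biased Cyp4a12a (-5.10, SE 0.12), and lipid droplet genes had 8 of 20 in each direction. Ketogenesis had 4 of 7 higher (median 0.28, adjusted p = 0.406 with an estimated correlation), among them the monocarboxylate transporter Slc16a6 (2.65, SE 0.10). Fatty acid synthesis had 12 of 21 lower and 4 higher (median -0.62, adjusted p = 0.787 with an estimated correlation), the latter with the lipase Pnpla3 at 3.13 (SE 0.30) and the desaturase Fads1 at 1.70 (SE 0.12). Cholesterol synthesis had 10 of 25 lower and 2 higher (adjusted p = 0.787 with an estimated correlation). The nuclear receptor Ppard rose from 7.02 ± 0.15 to 7.75 ± 0.23 (adjusted p = 0.000594), and Pparg fell from 7.28 ± 0.23 to 6.52 ± 0.18 (adjusted p = 0.000675). Ppara differed by -0.20 (SE 0.07, adjusted p = 0.0420), a call that was lost in 10 alternatives, among them leaving out WT replicate 2 (adjusted p = 0.0857) or 3 (0.103) or Bcl6LKO replicate 1 (0.0979), 2 (0.0581) or 3 (0.0966).

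Further groups differed in fed Bcl6LKO livers. Of 34 complement and acute phase genes 12 rose and 10 fell, with a median of 0.07 and a mean of -0.14. Components of the terminal complement pathway were among those that fell, with C9 at -4.00 (SE 0.19) and C8a at -3.41 (SE 0.08). Of 26 genes of oxidative phosphorylation 16 fell (median -0.22, adjusted p = 0.640 with an estimated correlation), for example Sdhd (-0.45, SE 0.04). Amino acid catabolism had 9 of 24 lower and 1 higher (adjusted p = 0.776 with an estimated correlation). Bile acid synthesis and transport had 8 of 17 lower and 3 higher (adjusted p = 0.640 with an estimated correlation), with the oxysterol hydroxylase Cyp7b1 at -2.37 (SE 0.20). Markers of other cells moved too, with 10 of 14 endothelial markers (median 0.24, adjusted p = 0.640 with an estimated correlation) and 6 of 15 stellate markers (median 0.33, adjusted p = 0.771 with an estimated correlation) higher. Erythroid markers had 2 of 10 higher and 1 lower (median 0.54, 9 and 1 over the list alone, adjusted p = 0.776 with an estimated correlation). Neutrophil markers had 1 of 3 higher (median 0.36, adjusted p = 0.774 with an estimated correlation). Alb (chromosome 5, 90460897 to 90476602), the gene whose promoter drives Cre, was 19.33 ± 0.33 in WT and 21.17 ± 0.06 in Bcl6LKO livers, which is 5.24 ± 1.11% and 15.9 ± 0.586% of the back-transformed total.

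With a fold over 2, 327 genes rose and 185 fell, and groups did not overlap for 504 of these 512. The rate by chance is 2.86% for unselected genes, whereas these were selected on the same values. When every library was given the same total, the median of all genes moved by -0.216, and the split became 237 higher and 283 lower, so that the share of higher genes went from 63.9% to 45.6%. Equal totals lower all other genes where Alb takes a larger share, here 15.9% against 5.24%. Median centring left 327 higher and 185 lower, and quantile normalization 313 and 187. As deposited, the median difference was already -0.0074, so centring had little to move. At equal totals the female-biased and male-biased lists kept their directions, and the calls for fatty acid synthesis and glycolysis, cholesterol synthesis, bile acids and amino acid catabolism were lost.

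**Figure D2:**
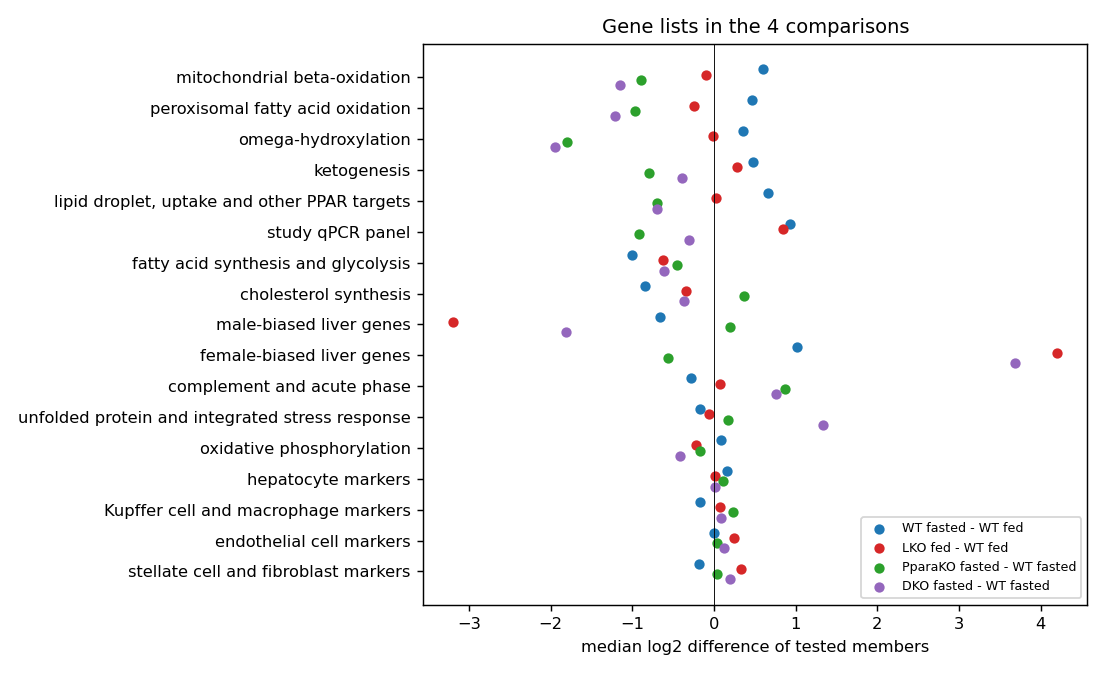
Median log2 difference of 17 gene lists in each of the 4 comparisons, from separately scaled tables. The female-biased list is at 4.20 in fed Bcl6LKO and 3.68 in fasted DKO livers, and the mitochondrial beta-oxidation list at 0.60 in fasting, -0.90 in PparaKO and -1.15 in DKO livers. The female-biased list had 15, 32, 15 and 30 tested members in the fasting, Bcl6LKO, PparaKO and DKO comparisons.

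The responses to fasting and to Bcl6 loss were set beside each other, since the study asked whether BCL6 restrains genes that a fast induces. Genes such as Cyp4a31 (2.41 in fasting and 3.23 without Bcl6), Acot3 (7.98-fold and 25.2-fold, with the smaller sizes in the authors' deposited table given above), Mt1 (2.47 and 2.83) and the transporter Slc16a5 (2.36 and 2.48) were higher in both. Hsd3b5 (-3.20 and -5.62), Selenbp2 (-3.11 and -4.88), Nudt7 (-1.97 and -3.26) and the carbonic anhydrase Car3 (-1.52 and -1.60) were lower in both. Some genes went apart. The retinol saturase Retsat was at 1.82 in fasting and -1.27 without Bcl6, and the glutathione transferase Gstm3 at -1.49 and 1.74.

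Of 135 genes that fasting changed and 422 that Bcl6 loss changed among 11820 tested in both, 58 were shared (43.0% of the fasting genes). They comprised 22 higher in both, 28 lower in both, 5 higher in fasting and lower without Bcl6, and 3 the other way. Independent lists would share at most 1.42 genes in any of these classes. Both comparisons use the fed WT libraries. In 100 simulations of unchanged groups sharing their controls, limma called at most 0 genes in both (2 at an unadjusted p under 0.05 and a fold over 2). No gene was changed in them, so this count cannot show what shared controls add where many genes change. Simulated fold changes correlated at 0.501 with a covariance of 0.00375. The observed correlation was 0.251 with a covariance of 0.0335 across genes, which are not independent replicates. With the fed WT libraries split 2 and 2 between the comparisons, the median overlap was 59 genes, 49 of them in the same direction, with a correlation of 0.204 and a covariance of 0.0283. Without fed WT replicate 1 the correlation was 0.308. At the adjusted p alone, 1360 genes were shared, 781 of them in the same direction and 579 in opposite directions.

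**Figure D3:**
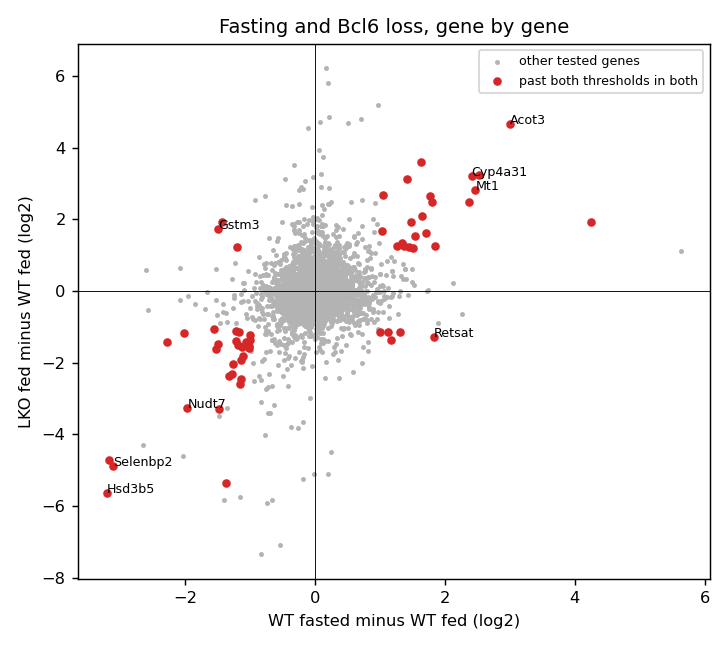
Log2 difference of each gene in fasting (x axis) against that of fed Bcl6LKO livers (y axis), with the 58 genes past both thresholds in both comparisons in red. In the same direction lie 50 of them, and the correlation across the 11820 genes is 0.251.

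Comparing fasted PparaKO with fasted WT livers asks which part of the fasted state needs PPARα. Without Ppara the fasted liver held far less of the transcripts for fat oxidation. Cyp4a14 (chromosome 4, 115486200 to 115496142) went from 15.46 ± 0.27 to 9.32 ± 0.19 (SD, n = 4 per group, difference -6.14, SE 0.13, adjusted p = 3.27e-10), and Cyp4a10 fell by 5.15 (SE 0.13). Vnn1, a pantetheinase (-4.07, SE 0.12), Mfsd2a, a transporter of lysophospholipids (-3.42, SE 0.20), and Retsat (-3.26, SE 0.14) fell as well. Acute phase proteins were higher, with Saa1 at 4.92 (SE 0.58) and Saa2 at 5.77 (SE 0.68), and the lipid-transporting apolipoprotein Apoa4 rose by 2.78 (SE 0.31).

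Mitochondrial beta-oxidation had 19 of 21 lower (median -0.90, 20 over the list alone, adjusted p = 0.0245 with an estimated correlation), with the carnitine system members Cpt2 (-1.43, SE 0.07) and Slc25a20 (-1.56, SE 0.05). Peroxisomal oxidation had 17 of 21 lower and 1 higher (median -0.97, adjusted p = 0.00330 with an estimated correlation), with Ehhadh (-2.41, SE 0.17) and Decr2 (-2.16, SE 0.06). Omega-hydroxylation had 8 of 11 lower (9 over the list alone, adjusted p = 0.0227 with an estimated correlation), and lipid droplet genes had 13 of 21 lower and 2 higher (adjusted p = 0.0245 with an estimated correlation). Ketogenesis had 6 of 8 lower and 1 higher (median -0.80, adjusted p = 0.0639 with an estimated correlation), with Acss3 at -2.44 (SE 0.09). The qPCR panel had 18 of 22 lower and 2 higher (19 and 2 over the list alone, adjusted p = 0.0246 with an estimated correlation). The hormone Fgf21, a panel member, differed by -0.98 (SE 0.14, adjusted p = 0.000547). In the authors' deposited table Fgf21 is at -3.17.

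Other lists moved as well. Of 34 complement and acute phase genes 26 rose and 1 fell (median 0.88, 28 and 3 over the list alone, adjusted p = 0.342 with an estimated correlation), with the heme-binding Hpx at 1.54 (SE 0.20). Saa1, Saa2, Lcn2 and Orm2 varied widely among PparaKO livers (SD 1.54, 1.85, 1.35 and 1.37). In the authors' deposited table Saa1 is at 1.56 and Saa2 at 1.27, and the adjusted p was 1 for Saa2, Saa3, Lcn2, Orm2 and Moxd1. The call for Saa3 (2.51, SE 0.82, adjusted p = 0.0444) was lost without any 1 fasted WT library (adjusted p from 0.0688 to 0.0848) or without PparaKO replicate 4. Female-biased genes had 8 of 15 lower and 1 higher (median -0.57, adjusted p = 0.175 with an estimated correlation; 5 of 12 lower, 1 higher and a median of -0.22 without the members of fat oxidation lists), and male-biased genes 11 of 25 higher and 1 lower (adjusted p = 0.342 with an estimated correlation). Fatty acid synthesis had 10 of 20 lower and 1 higher (adjusted p = 0.342 with an estimated correlation), and amino acid catabolism 9 of 24 higher and 1 lower (adjusted p = 0.528 with an estimated correlation). Igfbp1, a binding protein of insulin-like growth factors, rose by 2.17 (SE 0.25). Kupffer cell markers had 3 of 14 higher (adjusted p = 0.588 with an estimated correlation).

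With a fold over 2, 80 genes rose and 108 fell, and groups did not overlap for 176 of these 188. The rate by chance is 2.86% for unselected genes, whereas these were selected on the same values. Bcl6, Ppard (0.16, adjusted p = 0.0917) and Pparg did not pass the test, which does not show equal levels.

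Fasted DKO livers were compared with fasted WT livers to see what remains of both losses together. They combined the higher female-biased transcripts seen in fed Bcl6LKO livers with the lower fat oxidation transcripts seen in fasted PparaKO livers. Like the Bcl6LKO group, the DKO group also carries the Cre transgene. A1bg went from 5.94 ± 0.10 to 13.75 ± 0.26 (SD, n = 4 per group, difference 7.81, SE 0.12, adjusted p = 1.38e-11), and Cyp2a4 (7.90, SE 0.21) and Serpina6 (5.67, SE 0.17) rose alongside it. Cyp4a14 went from 15.44 ± 0.28 to 6.54 ± 0.18 (difference -8.90, SE 0.14), Cyp4a10 fell by 7.50 (SE 0.15), and the peroxisomal thiolase Acaa1b fell by 5.08 (SE 0.19).

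Mitochondrial beta-oxidation had 20 of 21 lower (median -1.15, adjusted p = 0.0945 with an estimated correlation), with Eci1 at -2.02 (SE 0.06). Peroxisomal oxidation had 17 of 21 lower (adjusted p = 0.0945 with an estimated correlation), omega-hydroxylation 10 of 11 (adjusted p = 0.0644 with an estimated correlation), and lipid droplet genes 10 of 21 lower and 3 higher (adjusted p = 0.0945 with an estimated correlation), with Plin4 at -3.92 (SE 0.12). The qPCR panel had 10 of 22 lower and 3 higher. Ketogenesis had 4 of 8 lower and 1 higher, with Slc16a6 at 3.36 (SE 0.27). Female-biased genes had 23 of 30 higher and 3 lower (median 3.68, adjusted p = 0.0457 with an estimated correlation) and male-biased genes 20 of 24 lower (median -1.82, adjusted p = 0.0945 with an estimated correlation). Of 20 genes of the unfolded protein and integrated stress responses 15 rose (median 1.33, adjusted p = 0.557 with an estimated correlation), including the stress factor Nupr1 (3.07, SE 0.33) and the endoplasmic reticulum protein Sdf2l1, which varied among DKO livers (10.10 ± 1.22, WT 7.73 ± 0.23). Oxidative phosphorylation had 22 of 26 lower (24 over the list alone, adjusted p = 0.328 with an estimated correlation), complement and acute phase 23 of 34 higher and 6 lower (adjusted p = 0.644 with an estimated correlation), and bile acids 13 of 17 lower and 1 higher (adjusted p = 0.287 with an estimated correlation). Of 10 erythroid markers 8 fell (median -0.79, adjusted p = 0.536 with an estimated correlation). Other cell markers leaned higher, with 5 of 14 endothelial (adjusted p = 0.720 with an estimated correlation) and 4 of 15 stellate markers (0.720) up. Kupffer cell markers had 2 of 14 higher (0.821), and 0 fell in these 3 lists. Alb made up 6.23 ± 0.677% of the back-transformed total in WT and 12.1 ± 0.790% in DKO livers.

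With a fold over 2, 368 genes rose and 366 fell, and groups did not overlap for 721 of these 734. The rate by chance is 2.86% for unselected genes, whereas these were selected on the same values. Ppard differed by 0.50 (SE 0.10, adjusted p = 0.00316) and Pparg by 0.28 (adjusted p = 0.0637), the latter at 0.33 (adjusted p = 0.0474) without DKO replicate 3.

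The study also asked whether deleting Bcl6 restores fasting genes that fail without Ppara. Single genes were low in PparaKO livers and near the WT level in DKO livers, while the fat lists fixed beforehand went different ways. Medians were -0.90 in PparaKO and -1.15 in DKO livers for mitochondrial beta-oxidation, -0.97 and -1.21 for peroxisomal oxidation, -1.80 and -1.94 for omega-hydroxylation and -0.70 and -0.70 for lipid droplets, but -0.80 and -0.39 for ketogenesis and -0.92 and -0.30 for the qPCR panel, with no test between the groups. The genes named next were picked as the largest cases. Acss3 (chromosome 10, 106933517 to 107123668) differed from fasted WT by -2.44 (SE 0.09) in PparaKO and by -0.16 (SE 0.11, adjusted p = 0.284) in DKO livers. Acot3 went from -2.04 (SE 0.23) to -0.13 (SE 0.38, adjusted p = 0.812), the vesicle GTPase Rab30 from -1.99 (SE 0.17) to -0.23 (SE 0.19, adjusted p = 0.354), and Cd36 from -1.08 (SE 0.12) to -0.23 (SE 0.14, adjusted p = 0.202). Other genes stayed low, such as Cyp4a14, Cyp4a10 and Vnn1 (-4.07, SE 0.12, and -4.84, SE 0.15), while Mfsd2a went from -3.42 (SE 0.20) to -2.30 (SE 0.18).

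At the adjusted p, 750 of 11785 genes changed in fasting and in the opposite direction without Ppara, where independent lists would share 337. A further 284 changed in the same direction in both. These comparisons share the fasted WT libraries, and with those split 2 and 2, which calls fewer genes, the median was 291.5 genes against 107 for independent lists. In 100 simulations of unchanged groups limma called at most 0 genes in both at the adjusted p alone. At an unadjusted p under 0.05 and a fold over 2 it called at most 2, in either direction, which is not the threshold of the 750. No gene was changed in these simulations, so they cannot show what shared controls add where many genes change. Of the 742 tested in all 3 tables, 134 (18.1%) missed the threshold in DKO livers, 586 were past it on the same side as in PparaKO livers and 22 on the other side. Among genes that fasting raised 71 of 463 (15.3%) missed the threshold, with a median difference of -0.46 in PparaKO and -0.65 in DKO livers, and among genes that fasting lowered 63 of 279 (22.6%) did, with medians of 0.35 and 0.43. In DKO livers 248 of the 742 lay nearer to WT than in PparaKO livers, with the 2 differences on separately made scales. When 2 PparaKO libraries defined the set, a median of 60.3% of genes lay nearer with the other 2 PparaKO libraries. With 2 DKO libraries the median was 36.0%. Lying nearer to WT is therefore not evidence of restoration by Bcl6 loss.

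**Figure D4:**
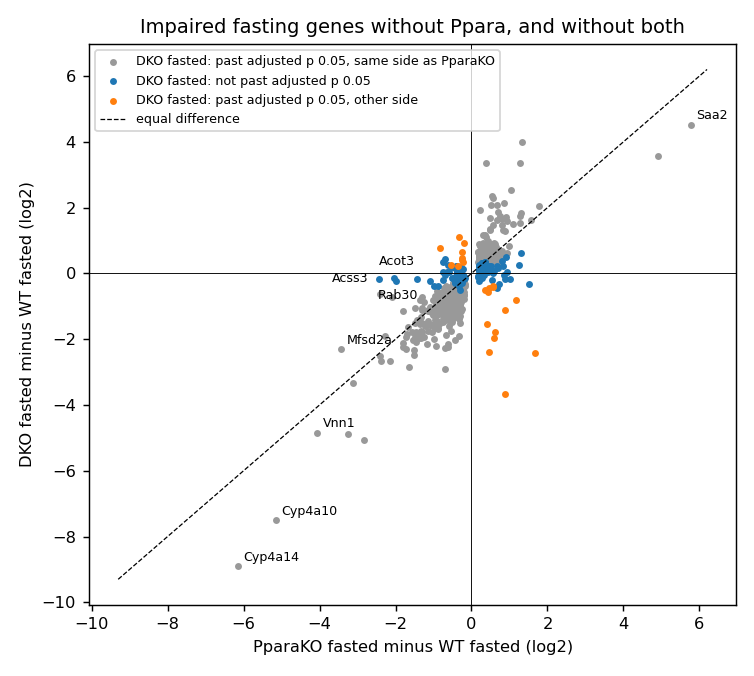
Log2 difference from fasted WT in PparaKO (x axis) and DKO livers (y axis) for the 742 genes that changed in fasting and in the opposite direction without Ppara, coloured by whether the DKO difference passed the adjusted p threshold. The 134 genes not past it include Acss3, at -2.44 and -0.16.

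Missing the threshold does not show a return to the WT level, and PparaKO and DKO livers were not compared with each other. Among genes that Ppara loss changed over 2-fold, 9 of 86 missed the threshold in DKO livers, and the count of 134 became 88 without fed WT replicate 4 and 239 at equal totals.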

Values the study reported

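The study describes 75% less Bcl6 mRNA and over 90% less protein in livers of its hepatocyte-specific knockout. In fed knockout livers it counts 721 upregulated and 362 downregulated genes at a fold over 2. For overnight fasting it counts 162 genes up and 174 down. It counts 135 genes as changed both with fasting and with Bcl6 deletion. For mice lacking Ppara, it describes 209 genes as partially or completely restored by the additional loss of Bcl6.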

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

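The test of Y-linked genes, the share of hepatocytes, the Alb value at equal totals and the tests of genes changed over 2-fold, with the comparison within selections, were chosen after the result was seen. The other tests in this part were written down before their results.

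Among 280 sets of 4 libraries, 11 had a library far from the other 3 (gap over range), where chance gives 14, or 1 in 20. Metallothioneins Mt1 (11.63, nearest 10.39, gap over range 0.854) and Mt2 (11.04, 0.841) were highest in Bcl6LKO replicate 1. Mup14 (10.51, nearest 12.05, 0.878) and Mup7 (12.62, nearest 13.99, 0.873) were lowest in fed WT replicate 1. Pparg was highest in that same library (7.62, nearest 7.20, 0.866 in the Bcl6LKO table, and 7.70, nearest 7.33, 0.887 in the fasting table). In DKO livers Acss3 was lowest in replicate 4 (8.64, nearest 9.01, 0.904) and Carmil1 highest in replicate 3 (8.08, nearest 7.80, 0.843). In fasted WT replicate 3, Egfr (13.32, nearest 12.52, 0.879 in the DKO table, and 13.45, nearest 12.72, 0.879 in the PparaKO table) and Moxd1 (9.42, nearest 6.60, 0.940) were highest.

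Of the 35 ways to split 8 libraries into 4 and 4, only 1, the real one, gave as many changed genes as were reported for fasting (138, highest other 1), Bcl6 loss (512, highest other 0), Ppara loss (188, highest other 0) and the double knockout (734, highest other 0). With limma at an unadjusted p under 0.05 and a fold over 2, the highest other splits had 27, 42, 23 and 42 genes. Every other split mixes samples of both real groups, which adds spread within its groups, so these counts do not measure false calls.

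Female-biased genes were higher in fed Bcl6-null male livers (median 4.20). Livers of female mice among those libraries are excluded, since 4 Y-linked genes differed by a median of -0.0700. A lower share of hepatocytes does not account for it, since the highest median of 4 other marker lists (Kupffer cell, endothelial, stellate cell and cholangiocyte) was 0.33. An effect of the Albumin-Cre transgene apart from Bcl6 cannot be told from Bcl6 loss, because 0 libraries carry the transgene with intact Bcl6.

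Alb was higher in both groups with Albumin-Cre. A general rise of abundant hepatocyte transcripts is excluded, with a median of 0.00408 for the other hepatocyte markers (SD 0.492). Scaling is excluded as the whole cause, since Alb still differed by 1.62 (SE 0.21) in fed Bcl6LKO livers after every library was given the same total. Of 3 neighbours of Alb named beforehand, Afp was not among the tested genes. In fed Bcl6LKO livers Afm rose by 0.41 (SE 0.11, adjusted p = 0.0122 by limma) and Rassf6 differed by 0.09 (adjusted p = 0.444), with a median of 0.25. Neither rose as much as Alb, which argues only against extra copies of a large segment of the locus, for these genes and that group. A transcript from the transgene itself was not tested.

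Of the genes impaired by Ppara loss, 134 of 742 missed the threshold in DKO livers. When the set was defined with 2 PparaKO libraries and the other 2 were tested in place of DKO libraries, a median of 23.6% missed it (range 10.1 to 39.4, 6 combinations), against 20.2% with 2 DKO libraries (range 13.0 to 27.8, 36 combinations). Set beside the held-out pair of the same selection, every DKO pair lay above it in 2 of 6 selections and below it in 3, so missed thresholds without any effect of Bcl6 could account for a count of this size. For genes changed over 2-fold by Ppara loss, a first test across selections was undecided (highest held-out share 9.57%, lowest DKO share 8.54%), but within each of the 6 selections every DKO pair lay above the held-out pair (medians 10.3% and 3.42%), and at least 12.6% of these genes kept under 0.5 of their difference with DKO libraries, against at most 8.51% with held-out ones. These tests were chosen after that first one, on selections that share the same 4 libraries per group. The smallest gap in shares between a DKO pair and its held-out pair was 2.13 percentage points. The DKO differences also come from a separately made scale. Missed thresholds alone are therefore not excluded for this part, although every DKO pair lay above its held-out pair.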

How the results depend on the processing

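Equal totals, median centring, quantile normalization, the other limma priors and the authors' deposited table were chosen after seeing the data. No named gene, list or correlation changed sign past its threshold, but the lean between higher and lower genes did turn: at equal totals it became 237 higher and 283 lower for Bcl6 loss, 61 and 77 for fasting and 334 and 429 in the double knockout (976 and 6892, 810 and 3293, and 1590 and 3416 at the adjusted p alone). For Bcl6 loss the lean held with median centring (327 and 185) and quantile normalization (313 and 187). The deposited values already had a median difference of -0.0074 there, and both settings assume that the typical gene is unchanged. They therefore do not decide between that assumption and equal totals. For fasting these gave 76 and 60, and 66 and 67. In the double knockout they gave 361 and 382, and 372 and 341. The cause of the shifts below was not tested except where stated.

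In the authors' deposited table, 162 genes were higher and 174 lower in fasting, 721 and 362 with Bcl6 loss, 228 and 275 with Ppara loss and 911 and 667 in the double knockout, the overlap of fasting and Bcl6 loss was 135 (110 in the same direction) and the correlation of fold changes 0.186. With equal totals, 239 impaired genes missed the threshold in DKO livers. The correlation of fasting and Bcl6-loss fold changes was 0.222 with no filter on low values, 0.204 with the fed WT libraries split 2 and 2, and 0.233 to 0.308 when any 1 library was left out. With the fasted WT libraries split 2 and 2, the impaired genes numbered 291.5 (fewer samples per test). At the adjusted p alone, the overlap was 1360 genes, 781 in the same direction. The count of impaired genes that missed the threshold in DKO livers was 61 at an adjusted p of 0.01, 202 at 0.1, and 88 to 162 when any 1 library was left out. With the replicate block the counts were 75 and 68 for fasting, 326 and 185 for Bcl6 loss, 79 and 108 for Ppara loss and 367 and 365 for the double knockout.

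Count-based normalizations and tests, a fit over all groups, a pseudocount, the direct comparison of DKO with PparaKO livers and the difference of the Bcl6 effect between them were planned and not run, since they need counts or a scale common to the tables. Depth per library was not analysed here, so its limits on low genes are unknown.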

Other observations

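The test of Ppara neighbours and that of Bcl6 with Cish were written down before their results.

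Further gene groups were measured. Xenobiotic metabolism had 14 of 34 genes higher and 6 lower in fasting (adjusted p = 0.581 with an estimated correlation), with the cytochrome P450 reductase Por at 1.40. In fed Bcl6LKO livers 10 rose and 12 fell, among them Cyp2b10 at 3.75, and in DKO livers 10 of 33 rose and 13 fell, with Cyp2b10 at 5.26 and Cyp3a11 at -3.25. Nuclear receptors and corepressors had 15 of 25 lower and 3 higher in DKO livers (median -0.35, adjusted p = 0.287 with an estimated correlation). Cell cycle genes had 6 of 12 lower in fasting (adjusted p = 0.147 with an estimated correlation) and 6 of 12 higher and 1 lower in fed Bcl6LKO livers, with the proliferation marker Mki67 at 1.21, and 4 of 12 higher and 1 lower in DKO livers, with Ccnd1 at 1.48. Autophagy and lysosome genes had 5 of 21 higher and 2 lower in fasting.

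Zonal markers moved both ways. Periportal markers had 8 of 14 higher and 2 lower in fasting (adjusted p = 0.176 with an estimated correlation), and pericentral markers 5 of 14 higher and 3 lower, while Cyp2e1, a pericentral enzyme, differed by -2.03 in DKO livers. Hepatocyte markers had 6 of 16 higher and 4 lower in fed Bcl6LKO livers (median 0.01). Of 3 neutrophil markers 3 were higher in DKO livers (median 0.61), and the 2 lymphocyte markers tested were higher in fed Bcl6LKO livers. Of 4 cholangiocyte markers 2 fell in DKO livers. The 1 pancreas marker tested, Cela1, was lower in fed Bcl6LKO livers and differed by -0.77 in fasting, and the 1 adipose and muscle marker, Cfd, by 0.47 in fasting. Ribosomal protein genes had 9 of 26 lower in fed Bcl6LKO livers, and RNAs without a poly(A) tail 1 of 8. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty lay between 8.23 and 10.43 and Xist between 1.64 and 2.52 in every group.

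In fed Bcl6LKO livers 327 genes were higher and 185 lower at the study's thresholds. Fasting raised 74 genes and lowered 64, and 58 genes were shared with Bcl6 loss. Those counts are lower than the values quoted from the study above, and only the thresholds are alike. Here limma was run on the deposited log2 values after a filter on low values. The authors' deposited fold changes and adjusted p-values give the quoted counts at the same thresholds. The count of 134 genes that missed the threshold in DKO livers leaves out partial restoration. That is lower than the value quoted from the study above, which includes it.

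Genes near Ppara could differ through a segment of another strain carried with the null allele. Near was taken as a start within 10 Mb of that of Ppara on either side. Among 213 genes near Ppara, 66 (31.0%) passed the threshold in PparaKO livers against 24.9% elsewhere (odds ratio 1.35, Fisher exact p = 0.0461, 95% interval 0.992 to 1.82). This leaves the question open, also for a segment shorter than that window. The odds ratio in DKO livers was 1.52 (interval 1.14 to 2.01, Fisher exact p = 0.00287).

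The spread of Bcl6 among WT libraries may follow pulses of growth hormone, which acts through STAT5 to lower Bcl6 and raise Cish. Over the 8 WT libraries of the fasting table, the deviations of Bcl6 and Cish from their group means correlated at -0.968 (permutation p = 0.00347 over 576 permutations within groups, and 0.0417, the lowest possible, over 24 that keep samples of the same number together, rank correlation -0.905, and -0.976 without the 2 farthest libraries). Growth hormone itself was not measured.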
